# Stem Cell Intrinsic Hexosamine Metabolism Regulates Intestinal Adaptation to Nutrient Content

**DOI:** 10.1016/j.devcel.2018.08.011

**Published:** 2018-10-08

**Authors:** Jaakko Mattila, Krista Kokki, Ville Hietakangas, Michael Boutros

**Keywords:** *Drosophila*, hexosamine biosynthesis, homeostasis, insulin signaling, intestinal stem cells, Warburg effect

## Abstract

The intestine is an organ with an exceptionally high rate of cell turnover, and perturbations in this process can lead to severe diseases such as cancer or intestinal atrophy. Nutrition has a profound impact on intestinal volume and cellular architecture. However, how intestinal homeostasis is maintained in fluctuating dietary conditions remains insufficiently understood. By utilizing the *Drosophila* midgut model, we reveal a novel stem cell intrinsic mechanism coupling cellular metabolism with stem cell extrinsic growth signal. Our results show that intestinal stem cells (ISCs) employ the hexosamine biosynthesis pathway (HBP) to monitor nutritional status. Elevated activity of HBP promotes Warburg effect-like metabolic reprogramming required for adjusting the ISC division rate according to nutrient content. Furthermore, HBP activity is an essential facilitator for insulin signaling-induced ISC proliferation. In conclusion, ISC intrinsic hexosamine synthesis regulates metabolic pathway activities and defines the stem cell responsiveness to niche-derived growth signals.

## Highlights

• HBP is a mediator of *Drosophila* midgut adaptation to nutrient content
• ISC intrinsic HBP is a necessary and sufficient driver of stem cell divisions
• HBP activity regulates a Warburg-like metabolic reprogramming of the intestine
• HBP activity determines the output of InR signaling of the ISCs

## Introduction

Tissue homeostasis depends on cell turnover replacing aged and damaged cells through asymmetric stem cell divisions. The rate of cell turnover is particularly high in the intestine and regulated by the interaction between the intestinal stem cells (ISCs) and the supportive cellular environment called the niche (Crosnier et al., 2006, Jiang and Edgar, 2012). Since the intestine is a major energy-consuming tissue, modulating intestinal volume and cellular architecture is an important adaptation to fluctuating nutrient availability (Matheson et al., 2000, Mihaylova et al., 2014). For example, reduced calorie intake leads to shorter villi, fewer enterocytes, and reduced overall mass of the small intestine of murine models, and re-feeding reverses these changes (Altmann, 1972, Chappell et al., 2003, Dunel-Erb et al., 2001, Yilmaz et al., 2012). In addition, excess calorie consumption has been shown to have profound implications in the physiology of the intestine, exemplified by epidemiological studies linking obesity and colon cancer incidence (Aleksandrova et al., 2013, Bassett et al., 2010, Comstock et al., 2014). Accordingly, nutrition is an important facilitator of the regulation of the cell turnover rate in the intestine.

Cells respond to nutritional cues through non-cell-autonomous humoral signals such as insulin as well as cell-autonomously through intracellular nutrient sensors such as ChREBP and mTOR signaling (Havula and Hietakangas, 2012, Hietakangas and Cohen, 2009). Furthermore, recent reports show that metabolic pathway activities can be important facilitators of the cellular response to nutrient availability (Mattila et al., 2015, Teesalu et al., 2017, Wellen et al., 2010). ISCs, residing in their prospective niche, are subjected to an additional layer of regulation through niche-secreted factors (Mihaylova et al., 2014). For example, ISC self-renewal in fluctuating dietary conditions is regulated by a cyclic ADP ribose paracrine signal from the Paneth cells of the niche (Yilmaz et al., 2012).

The fruit fly *Drosophila melanogaster* has become a valuable model in understanding the molecular mechanisms guiding the intestinal renewal process (Li and Jasper, 2016, Liang et al., 2017). The fly midgut, a counterpart for the mammalian small intestine, is adaptive to prevailing nutritional conditions. When flies are kept on a calorie-restricted diet, the midgut shrinks in size due to enterocyte apoptosis and attenuated stem cell division rate (Choi et al., 2011, McLeod et al., 2010, O’Brien et al., 2011). Food intake, in turn, results in an expansion of the progenitor cell population and a consequent midgut regeneration. The feeding and fasting cycles are accompanied by changes in local insulin production, and modulating the insulin responsiveness of the ISCs has profound implications to the adaptation of the midgut to nutrient content (Choi et al., 2011, O’Brien et al., 2011). Current knowledge emphasizes the role of ISC extrinsic nutrient-sensing mechanisms, i.e., circulating insulin in regulating the adaptation of the intestine to nutrient availability (Choi et al., 2011, O’Brien et al., 2011). Furthermore, the intestine is a well-established nutrient-sensing organ eliciting systemic signals for inter-organ communication important for the maintenance of organismal homeostasis (Song et al., 2014, Song et al., 2017). However, if and how ISCs sense nutritional status cell-autonomously and how ISC intrinsic nutrient metabolism is linked to extrinsic growth signals has not yet been resolved.

By utilizing the *Drosophila* midgut as a model, we reveal a novel mechanism of ISC regulation integrating the intrinsic signal from the metabolism with extrinsic growth signal. The mechanism translates hexosamine biosynthesis pathway (HBP) activity via a Warburg effect-like regulatory switch in central metabolism into ISC division rate. HBP activity also determines the responsiveness of insulin receptor (InR)-mediated signaling in the ISCs, implying a previously unprecedented control of growth signal interpretation by cell intrinsic metabolic signal. Through the uncovered mechanism, we place HBP as a key player regulating ISC response to nutrition and midgut adaptation.

## Results

### HBP Is a Mediator of Diet-Dependent Midgut Adaptation

In an attempt to genetically identify mediators of adult fly ISC activation, we uncovered components of HBP to play a role in this process (data not shown). HBP is a nutrient-responsive metabolic pathway, incorporating intracellular glucose, glutamine, acetyl-CoA, and UTP into the synthesis of UDP-GlcNAc, a substrate for macromolecule glycosylation (Figure 1A). When exploring the role of HBP in ISCs, we encountered that feeding flies with an intermediate of HBP, N-acetyl-D-glucosamine (hereafter GlcNAc), promoted ISC proliferation as measured by the propagation of cell number in midgut clones (Figures 1B and 1C). We utilized the number of cells in mosaic analysis with a repressible cell marker (MARCM) clones within the R4c region as a surrogate for midgut adaptation (Figure 1B). We scored midgut clonal cell numbers in either undiluted (1×) or diluted (0.25×, hereafter calorie restriction) fly food. As expected, the cell numbers within the clones were reduced upon calorie restriction. Strikingly, when the calorie-restricted diet was supplemented with 0.1 M GlcNAc, the clone size was sustained at the level of non-calorie-restricted flies. In contrast, in undiluted food, GlcNAc supplementation only modestly increased the clone size (Figures 1C and 1D). To exclude the possibility that flies in the GlcNAc diet have elevated nutrient uptake, we monitored fly feeding by a colorimetric assay (Tennessen et al., 2014). We noticed no increase in food intake in flies kept in the GlcNAc-supplemented food compared to the flies fed in the control diet (Figure 1E). These results show that dietary GlcNAc can maintain midgut clone size during calorie restriction independent of food intake.

**Figure 1:**
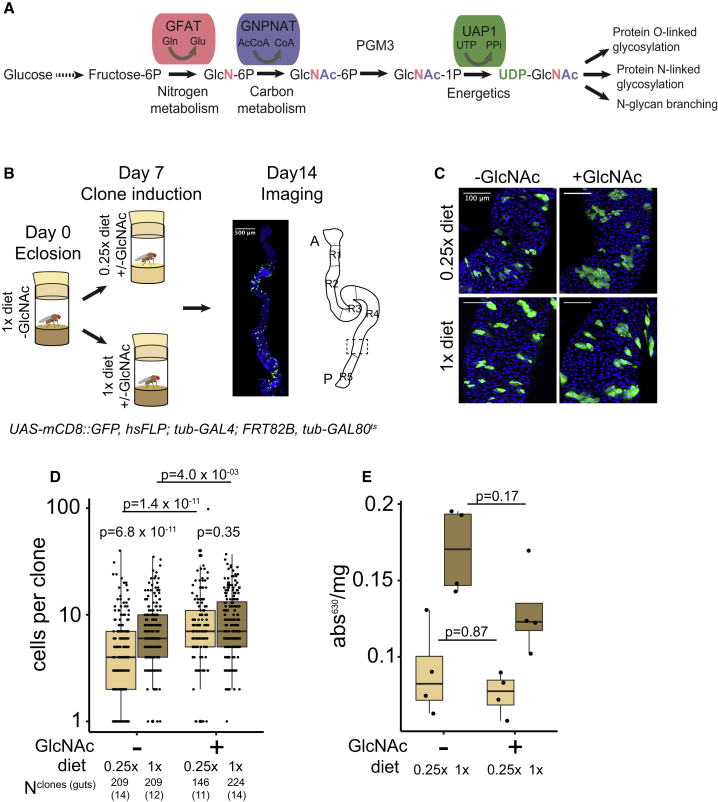
HBP Is a Mediator of Diet-Dependent Midgut Adaptation (A) Schematics of the hexosamine biosynthesis pathway (HBP). In this study, we fed flies with GlcNAc-supplemented food to stimulate HBP flux. GlcNAc is taken up by glucose transporters and enters the pathway after phosphorylation by N-acetylglucosamine kinase to yield GlcNAc-6P. HBP integrates inputs from glucose, glutamine (nitrogen metabolism), acetyl-CoA (carbon metabolism), and UTP (energy metabolism), making it a sensor of cellular nutrient and energy metabolism. (B) Schematics of the experimental setup employed in the study. (C) Dietary GlcNAc promotes midgut growth of calorie-restricted flies. Wild-type MARCM clones in the control diet (1×) and calorie-restricted diet (0.25×) supplemented with GlcNAc (0.1 M). (D) Quantification of (C). (E) Quantification of adult fly nutrient uptake by a colorimetric assay from dietary conditions and genotype in (C). The experiment was performed in quadruplicate with pools of eight flies per replicate. p values in (D) are calculated by Wilcoxon rank-sum test with multiple testing correction (false discovery rate < 0.05). p values in (E) are calculated by two-way ANOVA, followed by post hoc Tukey HSD test. The number of samples in the clonal experiments are indicated in the figure and in Table S3.

### HBP Is a Necessary and Sufficient Driver of ISC Divisions

Dietary GlcNAc is taken up by cells through glucose transporters and incorporated into HBP flux (Na et al., 2013, Wellen et al., 2010). Our results suggest that on a calorie-restricting diet, HBP activity is limiting ISC divisions and that upon a full diet, the pathway is already close to saturation or restricted through negative feedback regulation (Traxinger and Marshall, 1991). We next asked whether HBP regulates ISC divisions through cell intrinsic mechanisms by analyzing midgut clones deficient for HBP activity. To this end, we generated loss-of-function mutants of the rate-limiting enzyme in HBP, glutamine fructose-6-phosphate aminotransferase (Gfat) (Marshall et al., 1991). The *Drosophila* genome contains two Gfat homologs, *gfat1* and *gfat2*. According to the published transcriptome of the *Drosophila* midgut cells, *gfat2* is the prevailing isoform expressed in the ISCs (Dutta et al., 2015). By CRISPR/Cas9-mediated genome engineering, we recovered *gfat2*^*Δ1*^ and *gfat2*^*Δ2*^ alleles with 20 and 4 base pair coding region deletions, respectively (Figure 2A). Trans-heterozygote *gfat2*^*Δ1/Δ2*^ mutants were first instar lethal but were rescued to pupal stage by an addition of GlcNAc to the fly food (Figures 2B, 2C, and S1). Furthermore, *gfat2*^*Δ1/Δ2*^ mutant animals died rapidly on a 5% sucrose diet but were completely rescued by GlcNAc supplementation (Figure S1). Together, these results show that the growth and lethality phenotypes of the *gfat2* mutant animals are due to reduced GlcNAc synthesis and impaired HBP flux.

**Figure 2:**
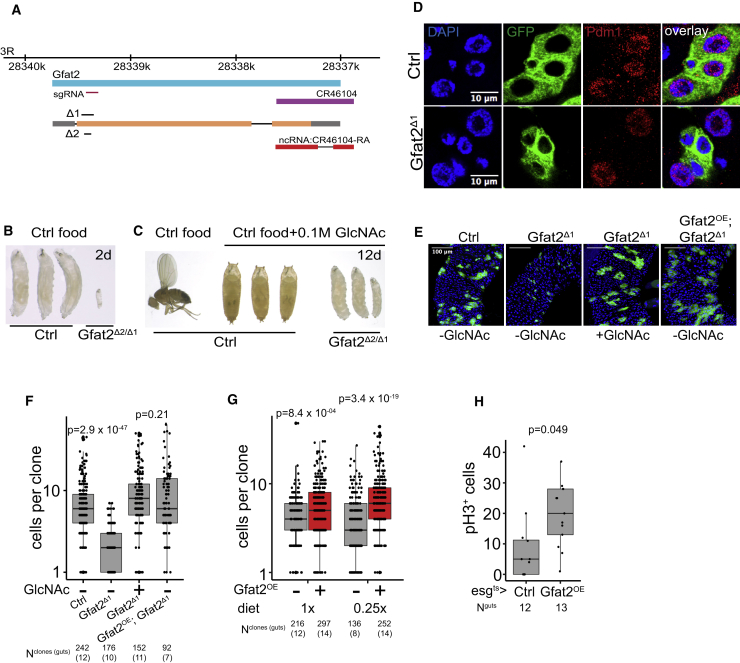
Gfat2 Is an ISC Autonomous Regulator of Cell Division and Cell Growth (A) Schematics of the genomic location of the *gfat2* gene and the recovered alleles used in this study. (B) *gfat2* null animals are first instar lethal but rescued by dietary GlcNAc. *gfat2*^*Δ1/Δ2*^ trans-heterozygote and wild-type controls 2 days after hatching in control diet. (C) Wild-type control 12 days after hatching in control diet (adult fly in left) and *gfat2*^*Δ1/Δ2*^ trans-heterozygote and control animals in a diet supplemented with 0.1 M GlcNAc (pupae and larvae on right). (D) Cells of the *gfat2*^*Δ1*^ intestinal clones are growth defective and lack an enterocyte marker. Control (upper inset) and *gfat2*^*Δ1*^ (lower inset) MARCM clones stained with the enterocyte marker anti-Pdm1 antibody. (E) Intestinal *gfat2*^*Δ1*^ clones are growth defective and rescued by dietary GlcNAc. MARCM clones of control -GlcNAc, *gfat2*^*Δ1*^ -GlcNAc, *gfat2*^*Δ1*^ +GlcNAc, and UAS-Gfat2; *gfat2*^*Δ1*^ -GlcNAc. (F) Quantification of (E). (G) Intestinal MARCM clones overexpressing Gfat2 are larger than controls due to increased cell numbers. Quantification of cell numbers in control and UAS-Gfat2 MARCM clones in the control diet (1×) and calorie-restricted diet (0.25×). (H) Overexpression of Gfat2 by the Esg-Gal4^ts^ driver leads to an increased midgut mitotic index. Quantification of the pH3-positive cells from Esg-Gal4^ts^>control and Esg-Gal4^ts^>UAS-Gfat2 intestines. p values in (F) and (G) are calculated by Wilcoxon rank-sum test with multiple testing correction (FDR < 0.05). p values in (H) are calculated by Wilcoxon rank-sum test. The number of samples in the clonal experiments are indicated in the figure and in Table S3. See also Figures S1 and S2.

To address the role of Gfat2 in the fly midgut, we analyzed the proliferation and differentiation of *gfat2*^*Δ1*^ mutant cells in intestinal MARCM clones. ISCs mutant for *gfat2* was viable and able to divide asymmetrically as shown by the presence of the ISC marker Delta-positive cells within *gfat2*^*Δ1*^ clones (Figure S2). In addition, the ISCs mutant for *gfat2* was able to differentiate into the EE lineage, as shown by the presence of the EE cell marker Prospero-positive cells within *gfat2*^*Δ1*^ clones (Figure S2). However, the size of daughter cells arising from *gfat2*^*Δ1*^ progenitors was smaller than cells in control clones. Hence, we stained *gfat2*^*Δ1*^ clones for anti-Pdm1, a marker of mature enterocytes, and noticed that most of the cells lacked noticeable Pdm1 expression, indicating that these cells are defective in enterocyte differentiation (Figure 2D). Moreover, the cells in the *gfat2*^*Δ1*^ clones proliferated in a significantly lowered rate compared to wild-type clones (Figures 2E and 2F). Remarkably, the clonal propagation phenotype of *gfat2*^*Δ1*^ clones was completely rescued by dietary GlcNAc or by exogenous expression of Gfat2 (Figures 2E and 2F). The results indicate that the HBP flux and the production of hexosamines are restored in the *gfat2*^*Δ1*^ ISCs by dietary GlcNAc. We then asked if increased hexosamine synthesis is sufficient for ISC activation. To this end, we overexpressed the Gfat2 enzyme in midgut clones and measured the clone size propagation. Similar to the results obtained from GlcNAc supplementation experiments, Gfat2 overexpression resulted in an increased net clone size, and the phenotype was pronounced in calorie-restricted flies (Figure 2G). Finally, to ask if HBP is a stem cell-autonomous inducer of cell division, we overexpressed Gfat2 by the Esg-Gal4 driver, which is expressed in the stem cells and the enteroblast progenitors (Micchelli and Perrimon, 2006), and counted pH3-positive cells as a readout of the ISC division rate. Overexpression of Gfat2 in the Esg^+^ cells led to a noticeable increase in the pH3-positive cells, whereas overexpression by the enteroblast-specific Su(H)-Gal4 driver had no effect (Figures 2H and S2). Taken together, the results presented above show that HBP activity is a necessary and sufficient regulator of ISC division. In addition, HBP is required for daughter cell growth and enterocyte maturation.

### HBP Mediates ISC Activation through Regulation of Pyruvate Metabolism

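RNA-seq libraries were made from dissected intestines of 7-day-old mated female Drosophila melanogaster after 24 hours on calorie-restricted food, diluted to 0.25 of its normal strength. The food held 0.1 M GlcNAc, an amino sugar that enters the HBP, or none for the controls. Each condition had 4 independent samples, and each sample gave 1 library. The sample labels give glucosamine in the field for the treatment, but GLUCNAC in the titles. For the source they name whole larvae, but intestine in the field for the tissue. The paper's methods name GlcNAc and the intestines of adult females, which are used here. The authors trimmed the reads, mapped them with TopHat to the FlyBase genome, counted them strand-specifically on exons with HTSeq and removed low expressed genes. They deposited log2 CPM values for 7671 genes in each of the 8 libraries. The values rise in steps of exactly 1 read, so the reads behind them could be recovered, and 100% of the 61368 values came out as whole reads. The control libraries held 9838415, 9542057, 8839877 and 9453749 reads on these genes, and the GlcNAc libraries held 9552982, 9281492, 9690681 and 10326189. The authors had multiplied each library size by a scaling factor between 0.937 and 1.03 before they took CPM, and the values are used here with that scaling. Within each condition every pair of libraries differed by more than sampling noise, with a chi-square between 9.99 and 69.1 per degree of freedom over genes, so the 4 libraries were kept as separate replicates. The log2 CPM values were compared between GlcNAc and control with limma, with a trend of the variance on mean expression and no other term, and p-values were adjusted by the Benjamini-Hochberg method over the 7671 genes. The authors' own limma fit gave each value a precision weight, which was not part of this comparison. The deposited scale holds an offset of 0.5 read, which understates the change of genes with few reads. With 4 libraries against 4, a two-sided exact permutation test of a single gene cannot give a p below 0.0286.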

In the search for a mechanism of the HBP-mediated ISC activation, we performed RNA sequencing (RNA-seq) gene expression profiling analysis from intestines of calorie-restricted flies exposed to dietary GlcNAc. 

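Of the 7671 genes, 1177 differed between GlcNAc and control with an adjusted p under 0.05 (limma, Benjamini-Hochberg). Of these, 671 were upregulated and 506 were downregulated on GlcNAc, with a median absolute log2 fold change of 0.49. A change of at least 1.5-fold was found for 274 of the upregulated and 189 of the downregulated genes, and this limit was the alternative that moved the number of genes most, to 463. All 4 GlcNAc libraries lay on one side of all 4 control libraries for 1571 genes, or 20.5% of those tested, where chance gives 2.86%. Of the 1177 genes, 1095 were among them. The paper's Table S1 lists 1173 genes, of which the paper has 662 upregulated and 511 downregulated, and 1150 of them were among the 1177 found here. The gene with the largest increase among those of at least 5 CPM, CR44138 (FBgn0264987), is a non-coding RNA gene on chromosome 3R from 13376903 to 13377395 of the BDGP6 assembly. It rose from 73.6 ± 43.7 CPM on control food to 1361 ± 515 CPM on GlcNAc (SD, n = 4), a log2 fold change of 4.30 (standard error 0.35, adjusted p = 4.6e-05 from limma). Among the decreases, Npc2d (FBgn0037782), on chromosome 3R from 10055356 to 10056083, fell from 132.6 ± 17.6 CPM to 26.5 ± 6.76 CPM (SD, n = 4), a log2 fold change of -2.35 (standard error 0.18, adjusted p = 2.8e-05 from limma).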

From the dataset, we performed differentially expressed gene analysis (DEG) and gene set enrichment (GSE) analysis (Tables S1 and S2). Notably, the results revealed that dietary GlcNAc comprehensively inhibits the expression of genes involved in the TCA cycle and oxidative phosphorylation in mitochondria (Figures 3A and 3B). This observation indicates that the midgut exhibits a metabolic switch from respirative metabolism to glycolysis upon HBP activation resembling the so-called Warburg effect, which produces metabolic precursors necessary for the rapidly proliferating cells (Kroemer and Pouyssegur, 2008, Lu et al., 2015). In this condition, the end product of glycolysis, pyruvate, is further metabolized by lactate dehydrogenase (LDH) to yield lactate. Indeed, the sole fly ortholog of LDH (*ImpL3*) was strongly upregulated, whereas the mitochondrial enzyme pyruvate dehydrogenase (*PDHα/β*, CG11876, and *l(1)G0334*), driving the conversion of pyruvate to acetyl-CoA and oxidative phosphorylation, was downregulated in our dataset (Figures 3A–3C). 

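Of the TCA cycle genes, 26 were tested, including the pyruvate dehydrogenase complex, which the KEGG map of the cycle also holds, and 22 of them were lower on GlcNAc. Their median log2 fold change was -0.27, and 14 were lower and 1 was higher with an adjusted p under 0.05 over all genes. Adjusted over the list alone, 16 were lower and 1 was higher. The 1 higher gene was ATPCL in both cases, for the cytoplasmic ATP citrate lyase, which the list also holds. Among the 18 genes for the core enzymes of the cycle, 11 were lower and 0 were higher past the threshold over all genes. Of the genes for oxidative phosphorylation, 80 nuclear genes were tested, and 77 of them were lower. Their median log2 fold change was -0.31, with 57 lower and 0 higher past the threshold over all genes, and 68 lower adjusted over the list alone. At an unadjusted p under 0.05, 0 genes of this list were higher. The fall was spread over the complexes. The median log2 fold change was -0.29 for 31 genes of complex I, -0.32 for 3 genes of complex II, -0.34 for 8 genes of complex III, -0.33 for 7 genes of complex IV and -0.30 for 11 genes of complex V. The list also holds 20 genes of the V-ATPase, a proton pump outside mitochondria, with a median of -0.29. As sets, the TCA cycle genes (p = 1.3e-07) and the oxidative phosphorylation genes (p = 4.7e-28) were lower than the other genes by limma's camera test, two-sided, with a preset correlation of 0.01 between genes. By the fry test, the p was 0.000528 for the TCA cycle and 9.1e-05 for oxidative phosphorylation. With the correlation estimated from the data, oxidative phosphorylation kept p = 0.0223, whereas the TCA cycle was at p = 0.0737 and no longer past 0.05. Of the alternatives, this one moved both sets most. The mean log2 CPM over the oxidative phosphorylation genes was lower in each of the 4 GlcNAc libraries than in any control library. The difference was -0.29, against an SD between libraries of 0.0517 in control and 0.0328 in GlcNAc (exact permutation test, two-sided, p = 0.0286). The 12 respiratory genes that lie in mitochondrial DNA showed no detectable change, and varied too much between libraries to exclude a fall of this size. For these, 10 were higher and 2 were lower, with a median log2 fold change of 0.12. Without GlcNAc replicate 3 this became 4 higher and 8 lower, with a median of -0.10, and 0 of the 12 passed an unadjusted p of 0.05.

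**Figure D1:**
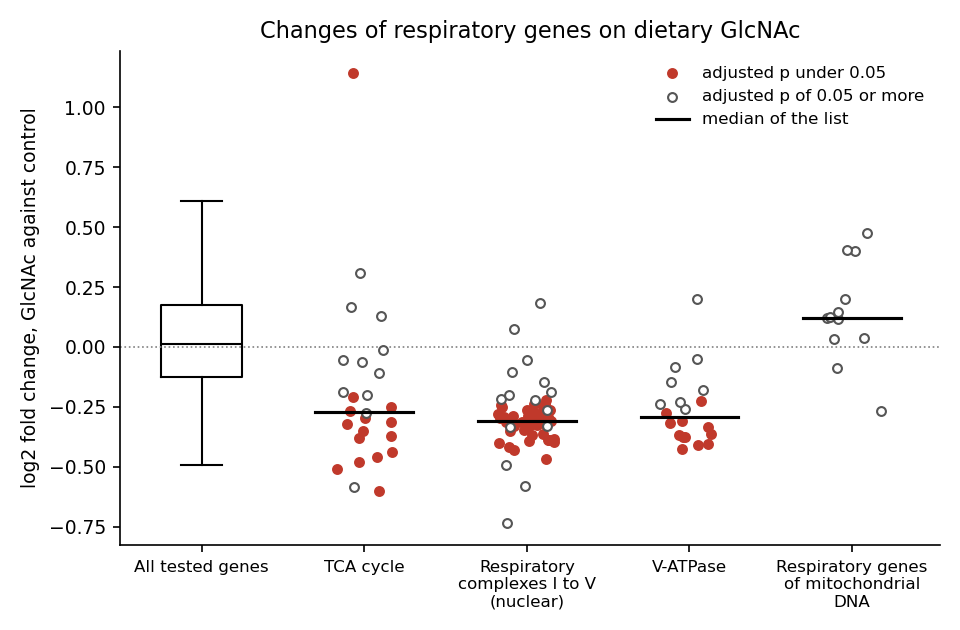
log2 fold change of each gene, GlcNAc against control, for the TCA cycle, the nuclear genes of the respiratory complexes, the V-ATPase and the respiratory genes of mitochondrial DNA. Each point is a gene, filled where its adjusted p was under 0.05, and the black lines are list medians. The box holds the middle of all 7671 tested genes, with whiskers from percentile 5 to percentile 95. The medians of the first 3 lists lie at -0.27, -0.31 and -0.29, and that of the mitochondrial DNA genes at 0.12.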

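From the lower expression of the TCA cycle and oxidative phosphorylation genes, the paper infers a metabolic switch of the midgut from respiration to glycolysis when the HBP is activated, and compares this with the Warburg effect. It then turns to the enzymes at the branch point of pyruvate. Glycolysis is carried out by enzymes encoded outside mitochondrial DNA, and 11 of their genes were tested, from hexokinase to pyruvate kinase. As a set they did not differ from the other genes (limma's camera, p = 0.853), nor did their mean differ between conditions (exact permutation test, two-sided, p = 0.8), with a median log2 fold change of -0.03. Of the 11 genes, 7 were lower and 4 were higher, which became 4 lower and 7 higher with library totals in place of the authors' scaling. Past an adjusted p of 0.05 over all genes, 2 were higher and 1 was lower, and adjusted over the list alone, 3 were higher and 2 were lower. Hexokinase A (Hex-A) rose from 30.4 ± 3.06 to 41.9 ± 6.5 CPM (SD, n = 4), with a log2 fold change of 0.45 (standard error 0.12, adjusted p = 0.0247 from limma), and triose phosphate isomerase (Tpi) rose by a log2 fold change of 0.29 (standard error 0.05, adjusted p = 0.00594). For Hex-A the adjusted p reached 0.066 without GlcNAc replicate 4. Hexokinase C (Hex-C) fell, with a log2 fold change of -0.42 (standard error 0.10, adjusted p = 0.0143). Phosphofructokinase (Pfk), which had 86.7 ± 12.6 CPM on control food and 78.05 ± 5.16 CPM on GlcNAc (SD, n = 4), and pyruvate kinase (PyK), with 632 ± 39.0 and 623 ± 68.8 CPM, differed by less than the spread between replicates.

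**Figure D2:**
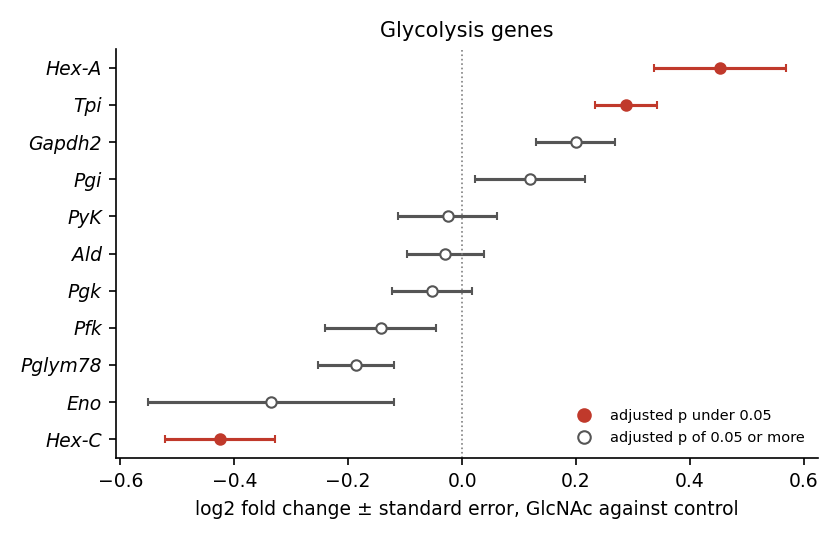
log2 fold change of the 11 glycolysis genes, GlcNAc against control, with the standard error from limma as bars. Filled points mark an adjusted p under 0.05. The genes spread to both sides of 0, from -0.42 for Hex-C to 0.45 for Hex-A.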

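ImpL3 (FBgn0001258) lies on chromosome 3L from 6259105 to 6262694 of the BDGP6 assembly, on the minus strand. It was expressed at 43.8 ± 5.87 CPM on control food and at 94.9 ± 14.8 CPM on GlcNAc (SD, n = 4), from 330 to 1096 reads per library. Its log2 fold change was 1.11 (standard error 0.13, adjusted p = 0.000352 from limma), or 2.16-fold, and the lowest GlcNAc library, at 76.2 CPM, stood above the highest control library, at 49.9 CPM (exact permutation test, p = 0.0286). With each library left out in turn, the log2 fold change of ImpL3 stayed between 1.03 and 1.21. The gene of the PDHα subunit, l(1)G0334 (FBgn0028325), lies on chromosome X from 4702284 to 4705265. It fell from 174.0 ± 5.48 to 122.3 ± 2.00 CPM (SD, n = 4), a log2 fold change of -0.51 (standard error 0.05, adjusted p = 0.000154). CG11876 (FBgn0039635), for PDHβ, lies on chromosome 3R from 29113071 to 29116197. It fell from 275.2 ± 13.5 to 181.4 ± 12.1 CPM (SD, n = 4), a log2 fold change of -0.60 (standard error 0.07, adjusted p = 0.000269). For both PDH subunits the control and GlcNAc libraries did not overlap, and the adjusted p stayed at or under 0.00182 when any 1 library was left out.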

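The gene kdn (FBgn0261955), for citrate synthase, spans 6350629 to 6361323 on chromosome X of the BDGP6 assembly. It was among the most highly expressed of the genes named here, with 927 ± 114 CPM on control food, and was lower on GlcNAc, at 682 ± 60.8 CPM (SD, n = 4). The log2 fold change was -0.44 (standard error 0.10, adjusted p = 0.0145 from limma). Every GlcNAc library was below every control library, with 768 CPM as the highest of the former and 807 CPM as the lowest of the latter. Leaving out 1 library at a time moved the log2 fold change of kdn between -0.50 and -0.38, and its adjusted p up to 0.0479. The gene for ATP citrate lyase, ATPCL (FBgn0020236), spans 15993531 to 16001290 on chromosome 2R. It rose from 157.9 ± 30.1 CPM to 343.9 ± 5.12 CPM (SD, n = 4), a log2 fold change of 1.14 (standard error 0.12, adjusted p = 0.000166 from limma), and the 4 GlcNAc libraries lay far closer together than the 4 control libraries, which ran from 127.6 to 192.6 CPM.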

Our data also show that the enzyme citrate synthase (*CS*, *kdn*), catalyzing the conversion of acetyl-CoA and oxaloacetate to citrate as the first step of the TCA cycle was downregulated, whereas the cytoplasmic ATP citrate lyase (*ATPCL*) was upregulated upon dietary GlcNAc (Figures 3A and S3). These findings indicate that HBP regulates a gene expression program for the conversion of acetyl-CoA to fatty acids as opposed to their utilization for energy generation in oxidative phosphorylation. 

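Besides ATPCL, 6 genes of fatty acid synthesis were tested. SREBP, a transcription factor for lipid synthesis genes, rose from 247.4 ± 13.3 to 323.8 ± 4.36 CPM (SD, n = 4), a log2 fold change of 0.39 (standard error 0.06, adjusted p = 0.00134 from limma). Acetyl-CoA carboxylase (ACC) had a log2 fold change of 0.28 (standard error 0.11, adjusted p = 0.135), and malic enzyme (Men) one of 0.52 (standard error 0.18, adjusted p = 0.0743), neither past the threshold. For Men the adjusted p passed it with quantile normalization (0.047) or with library totals (0.037). Fatty acid synthase 1 (FASN1) had 216.6 ± 51.9 CPM on control food and 194.5 ± 54.0 CPM on GlcNAc (SD, n = 4), within the spread between replicates, and acetyl-CoA synthetase (AcCoAS), with a log2 fold change of 0.00 (standard error 0.12, adjusted p = 0.994), was not detectably changed. The desaturase gene Desat1 went down, from 1549 ± 220 to 870.0 ± 81.8 CPM (SD, n = 4), a log2 fold change of -0.83 (standard error 0.11, adjusted p = 0.000789). Taken as a list of 7 genes with ATPCL, 5 were higher and 2 were lower, and the list differed neither from the other genes (limma's camera, p = 0.164) nor in its mean between conditions (exact permutation test, two-sided, p = 0.171). Adjusted over the list alone, 4 were higher and 1 was lower. With median centring, AcCoAS counted as lower.

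**Figure D3:**
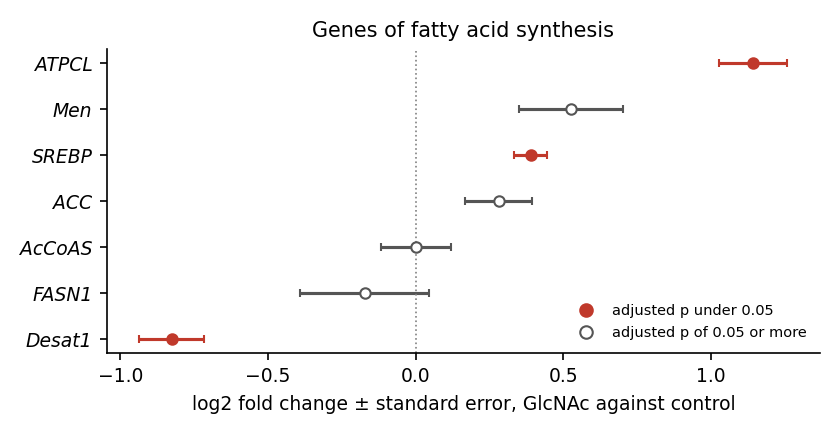
log2 fold change of the 7 genes of fatty acid synthesis, GlcNAc against control, with the standard error from limma as bars. Filled points mark an adjusted p under 0.05, which ATPCL and SREBP had above 0 and Desat1 below it.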

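Within each library, ImpL3 can be set against the PDH subunits, which removes any scaling between libraries. The CPM of ImpL3 was 0.251 ± 0.0279 of that of l(1)G0334 on control food and 0.775 ± 0.109 on GlcNAc (SD, n = 4), a change of 1.62 on the log2 scale. Against CG11876 the ratio went from 0.159 ± 0.0168 to 0.526 ± 0.102 (SD, n = 4), a change of 1.72 on the log2 scale. For both ratios the 4 GlcNAc libraries lay above the 4 control libraries (exact permutation test, two-sided, p = 0.0286 for each). This had to follow, since ImpL3 was higher and both PDH subunits were lower in every GlcNAc library than in any control library. The separation of the ratios is therefore no further evidence. The values are ratios of transcripts in whole intestines, and the flux through the enzymes was not measured in these libraries.

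**Figure D4:**
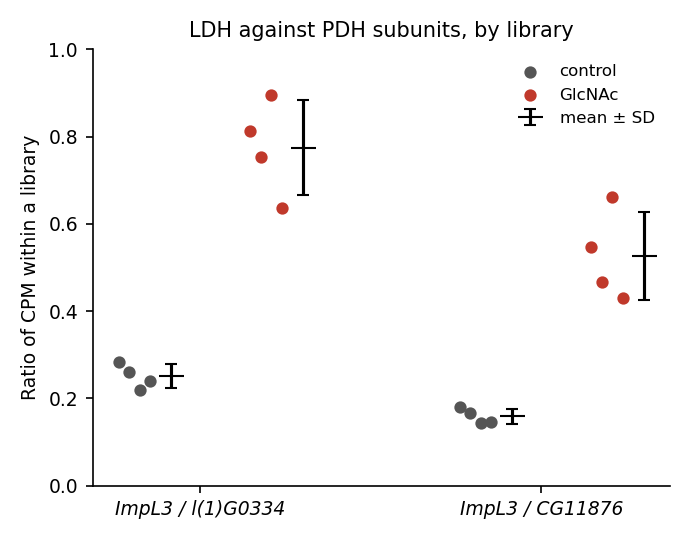
Ratio of the CPM of ImpL3 to that of l(1)G0334 and of CG11876 in each of the 8 libraries. Points are libraries, and bars are the mean ± SD of 4. The means rose from 0.251 to 0.775 and from 0.159 to 0.526.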

Taken together, these results support a model where, under the condition of elevated HBP activity, the midgut cells possess increased Warburg-like metabolism.

**Figure 3:**
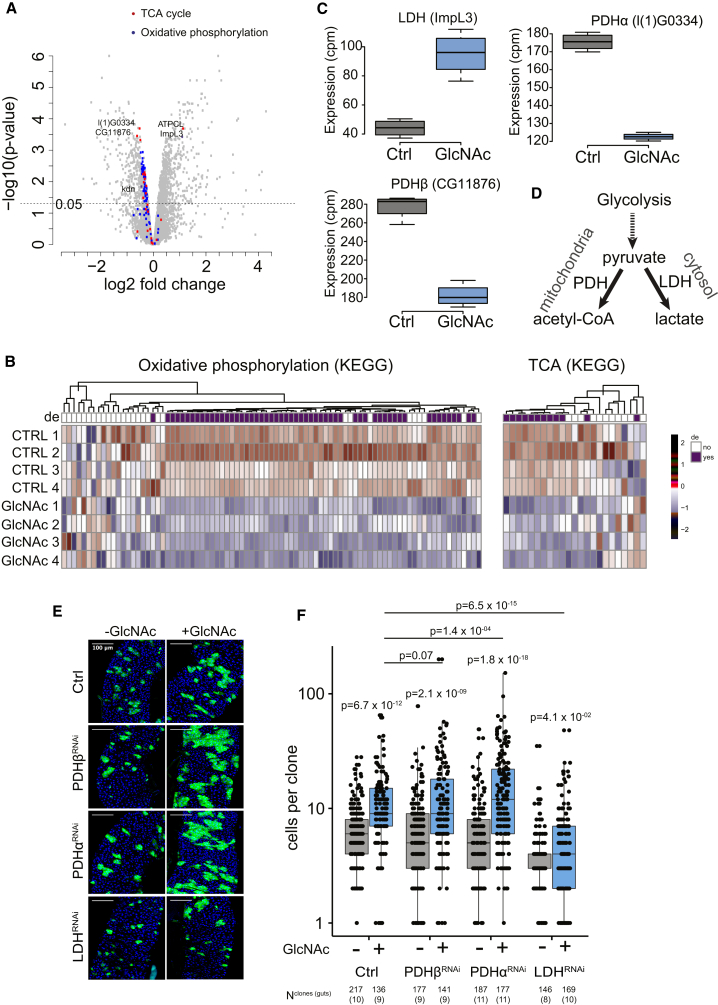
ISC Activation through HBP Is Mediated by Pyruvate Metabolism (A) Volcano plot showing the global gene expression changes in midgut cells after GlcNAc feeding. Genes involved in the TCA cycle (KEGG) (red dots) and oxidative phosphorylation (KEGG) (blue dots) are shown. (B) Heatmaps showing gene expression changes of all expressed genes annotated for TCA cycle (KEGG) and oxidative phosphorylation (KEGG) in midgut cells after GlcNAc feeding. DE sidebar denotes differential expression (violet bar for differentially expressed). (C) mRNA expressions (counts per million, cpm) of lactate dehydrogenase (*LDH*) and pyruvate dehydrogenase (*PDHα/β*) on control versus GlcNAc diet. (D) Schematics of the role of PDH and LDH in pyruvate metabolism driving pyruvate conversion to acetyl-CoA and lactate, respectively. (E) Modulating pyruvate metabolism through PDH and LDH knockdowns alters ISC responsiveness to dietary GlcNAc. MARCM clones of control, PDHα^RNAi^, PDHβ^RNAi^, and LDH^RNAi^ in 0.25× calorie-restricted diet with GlcNAc supplementation. (F) Quantification of (D). p values in (E) are calculated by Wilcoxon rank-sum test with multiple testing correction (FDR < 0.05). The number of samples in the clonal experiments are indicated in the figure and in Table S3. See also Figure S3 and Tables S1 and S2.

A recent study shows that mitochondrial pyruvate metabolism regulates ISC proliferation in the mouse and fly models (Schell et al., 2017). Specifically, it was shown that knockdown of the LDH and PDH enzymes either decreased or increased ISC divisions in the fly midgut, respectively. Hence, we asked if the HBP-mediated ISC activation is due to altered pyruvate metabolism. To this end, we generated LDH and PDH knockdown MARCM clones and followed the clonal propagation in the presence of dietary GlcNAc. When kept in the calorie-restricted diet, PDH knockdown had no effect on the clonal cell numbers, whereas the LDH knockdown clones were slightly smaller (Figures 3D and 3E). However, when the diet was supplemented with GlcNAc to stimulate HBP flux and ISC activation, we observed a synergistic effect between HBP and PDH knockdown resulting in larger clone size compared to the controls. In contrast, in the LDH knockdown clones, the growth-promoting effect of the dietary GlcNAc was nearly completely abolished (Figures 3D and 3E). These results suggest that pyruvate metabolism, and more specifically the production of lactate by the LDH, is a key step in the HBP-mediated ISC activation (Figure 3D).

### HBP Is an Essential Facilitator of InR Signaling-Mediated Midgut Growth

The results presented above and the previously known role of HBP as a nutrient-responsive pathway suggest a model in which dynamic HBP activity is a mechanism to transmit information about ISC intrinsic nutritional and energetic status resulting in midgut adaptation. To test this idea directly, we asked if HBP activity is required for midgut adaptation in response to nutrients. Hence, we monitored cell propagation of *gfat2*^*Δ1*^ mutant clones in a calorie-restricted versus non-restricted diet. Indeed, nutrient content had no effect on the size of *gfat2*^*Δ1*^ mutant clones, indicating that HBP activity is required for adjusting the ISC division rate to the prevailing nutrient content (Figure 4A).

**Figure 4:**
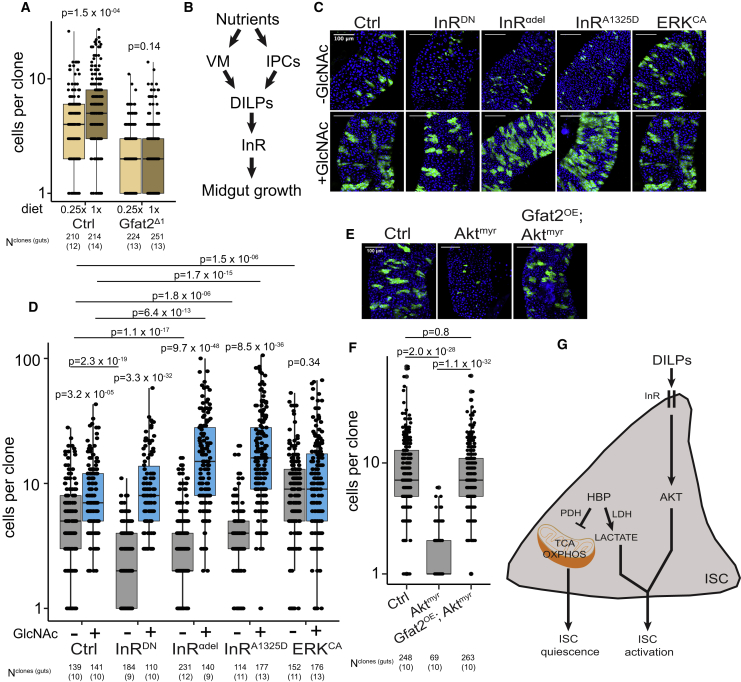
HBP Is an Essential Facilitator of InR-Mediated ISC Proliferation (A) Gfat2 is necessary for nutrient-dependent midgut adaptation. Quantification of the cell numbers in control and *gfat2*^*Δ1*^ MARCM clones in the control diet (1×) and calorie-restricted diet (0.25×). (B) Schematics of the role of nutrients in ISC extrinsic control of midgut growth. Feeding elicits local insulin (DILPs) production from visceral muscle (VM) and brain insulin-producing cells (IPC). Insulin activates the ISC insulin receptor (InR) signaling leading to ISC activation to cell growth and division. (C) HBP is an essential facilitator of InR signaling-mediated ISC proliferation. MARCM clones of control, InR^DN^, InR^CA^ (InR^αdel^ & InR^A1325D^), and Erk^CA^ in the absence or presence of dietary GlcNAc in control 1× diet. (D) Quantification of (C). (E) HBP is an essential facilitator of Akt-mediated ISC proliferation. Control, Akt^myr^, and Gfat2; Akt^myr^ expressing MARCM clones in control 1× diet. (F) Quantification of (E). (G) A model deciphering the role of HBP in ISC activation. HBP activity regulates the balance between oxidative phosphorylation and glycolysis-mediated lactate production and ISC quiescence and activation, respectively. p values in (A), (D), and (F) are calculated by Wilcoxon rank-sum test with multiple testing correction (FDR < 0.05). The number of samples in the clonal experiments are indicated in the figure and in Table S3. See also Figure S4.

Since the adaptation of the midgut to fluctuating dietary conditions is mediated by systemic insulin signal (IIS) emanating from the midgut visceral muscle and brain insulin-producing cells (Figure 4B) (O’Brien et al., 2011), we next asked if the HBP-mediated ISC activation interacts with InR signaling. To this end, we first generated intestinal MARCM clones expressing a dominant negative InR (InR^DN^). In the control non-diluted diet, the inhibition of InR signaling resulted in a significantly impaired growth of the midgut clones. Strikingly, dietary GlcNAc completely rescued the InR^DN^ phenotype (Figures 4C and 4D). This observation suggests the existence of an InR signaling-independent compensatory growth mechanism through HBP, relying solely on the stem cell intrinsic nutritional status. To further elucidate the interaction between InR signaling and HBP, we generated midgut clones expressing activated InR (InR^CA^; InR^A1325D^ and InR^αdel^). Overexpressing the InR^A1325D^ variant in midgut stem cell clones has previously been shown to either increase or decrease clonal growth (Choi et al., 2011, O’Brien et al., 2011). When flies were fed in our control non-diluted diet, we found that midgut clones expressing the activated InR variants were smaller in size compared to the control clones (Figures 4C and 4D). However, when the diet was supplemented with GlcNAc, the clone size was dramatically increased, exceeding the level of the control clones in GlcNAc-fed animals (Figures 4C and 4D). In contrast, dietary GlcNAc did not further increase the size of MARCM clones expressing an activated variant of Erk (Erk^CA^), suggesting that HBP interacts specifically with IIS (Figures 4C and 4D).

To further explore the interaction between HBP and IIS, we generated MARCM clones expressing an activated variant of Akt (Akt^myr^), a well-known downstream effector of InR, and monitored the intestinal clonal growth in co-expression with Gfat2 or with dietary GlcNAc. Overexpressing Akt^myr^ resulted in striking shrinkage of the clone size measured by cell numbers (Figures 4E and 4F). Even though clonal cell numbers were reduced in the Akt^myr^-overexpressing clones, the cell size was clearly increased (Figure S4), a phenotype previously reported in intestinal clones overexpressing InR (Choi et al., 2011). Strikingly, when co-expressed with Gfat2 or in the presence of dietary GlcNAc, Akt^myr^-overexpressing clones were rescued as measured by cell numbers, and knockdown of PDH augmented this phenotype (Figures 4E, 4F, and S4). In conclusion, the results presented show that HBP activity determines the regulatory output of InR-Akt signaling in ISCs.

## Discussion

Nutrition has been recognized as a key modulator of intestinal physiology, size, and morphology (Mihaylova et al., 2014, Shaw, 2012, Yilmaz et al., 2012). In addition, ISCs have been shown to respond to specific dietary nutrients such as the amino acids glutamate and methionine (Deng et al., 2015, Obata et al., 2018). Yet, how the fluctuating dietary conditions translate into the maintenance of intestinal homeostasis remains poorly understood. In this study, we show that *Drosophila* ISCs employ a cell intrinsic nutrient-sensing mechanism dependent on HBP activity to adjust the rate of cell division into the prevailing nutrient content.

The contribution of HBP to cellular processes through N- and O-linked protein glycosylation is well established (Ferrer et al., 2016, Molinari, 2007). UDP-GlcNAc is implicated in diverse cellular processes depending on the cell type and developmental stage. These include, for example, hyaluronic acid production in connective tissue (Oikari et al., 2016), regulation of protein function through O-glycosylation in adipocyte differentiation (Hsieh et al., 2012), hepatocyte insulin responsiveness (Yang et al., 2008), and β cell function (Alejandro et al., 2015). However, how HBP activity contributes to tissue-specific functions in preserving organismal homeostasis is less well understood. For example, increased levels of cellular D-glucosamine (GlcN) were shown to mimic a low-carbohydrate diet in mouse and in *C. elegans*, elevating the lifespan of these model organisms (Weimer et al., 2014). In flies, however, an increased HBP flux through GlcN feeding leads to cardiomyopathy and elevated mortality (Na et al., 2013). In our experiments, we have shown that HBP in the fly intestine regulates the balance between oxidative phosphorylation and glycolysis, contributing to the proliferation of the ISCs and intestinal adaptation to nutrient content. Such metabolic rewiring, also known as the Warburg effect, is a recurrent theme in highly proliferating cancer cells and has also recently been associated with stem cell activation in the mouse and fly models (Flores et al., 2017, Schell et al., 2017). An outstanding question is if the rewiring of energy metabolism is an active driver of ISC activation or merely a passive consequence of it. Accordingly, the mechanism of HBP-mediated metabolic rewiring is not known. HBP could achieve this through several distinct mechanisms, such as by regulating signaling activities through protein O- and/or N-linked glycosylation. For example, proliferation of HBP-dependent hematopoietic cells relies on N-linked glycosylation and cell surface expression of IL-3 receptor α (Wellen et al., 2010). Alternatively, direct mechanisms altering metabolic fluxes of other glucose-metabolizing pathways could play a role. Finally, other cell non-autonomous mechanisms might contribute to ISC activation. Our transcriptional profiling experiment was performed from whole midguts, containing all intestinal cell types, and therefore, we cannot rule out the role of additional non-cell-autonomous mechanisms as shown in the mouse model by the secretion of lactate from Paneth cells to support ISC function (Rodríguez-Colman et al., 2017).

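Lists of marker genes for intestinal cell types give some measure of what these whole intestines contained. For each list, the mean log2 CPM was taken per library. The 6 progenitor markers (Dl, esg, klu, zfh2, Sox21a and Sox100B) differed by 0.14 between GlcNAc and control, with an SD between libraries of 0.133 in control and 0.1804 in GlcNAc (n = 4), which was not distinguishable from no change (exact permutation test, two-sided, p = 0.286). The 19 cell cycle genes differed by 0.17, with SDs of 0.352 and 0.344 (n = 4, exact permutation test, p = 0.543). In both lists 0 genes passed an unadjusted p of 0.05. The cell cycle result hung on single libraries. By camera its unadjusted value of 0.246 became 0.00974 without GlcNAc replicate 2 (median log2 fold change 0.35, 18 of 19 higher), 0.0467 without control replicate 3 and 0.91 without control replicate 2 (median 0.06), so that neither a rise nor its absence is settled. The muscle genes, at 0.0278 by camera, lost the call without GlcNAc replicate 1 (0.146), control replicate 2 (0.0744), 3 (0.101) or 4 (0.0513). The marker esg had 54.2 ± 4.19 CPM on control food and 54.3 ± 8.67 CPM on GlcNAc (SD, n = 4), and Dl had 2.92 ± 0.513 and 3.80 ± 0.711 CPM (SD, n = 4, adjusted p = 0.262 from limma). The 9 enteroendocrine hormone genes were higher by 0.27, with SDs of 0.169 and 0.0731 (n = 4, exact permutation test, p = 0.0571), and 8 of them rose. The 21 protease genes of enterocytes were lower by 0.61 on the log2 scale (difference -0.61), with SDs of 0.0983 and 0.0806 (n = 4, exact permutation test, p = 0.0286), and all 21 fell, or 19 with quantile normalization. Several of these genes are close paralogs between which the counting could split reads. The 11 visceral muscle genes differed by -0.21, with SDs of 0.256 and 0.204 (n = 4, exact permutation test, p = 0.257). As sets by camera, with Benjamini-Hochberg adjustment over 17 lists, the adjusted p was 1.6e-10 for the proteases, 0.0167 for the enteroendocrine genes, 0.0429 for the muscle genes, 0.321 for the cell cycle genes and 0.39 for the progenitor markers. By fry, the proteases (adjusted p = 0.000662) and the enteroendocrine genes (0.0486) passed 0.05, and the muscle genes (0.325) did not.

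**Figure D5:**
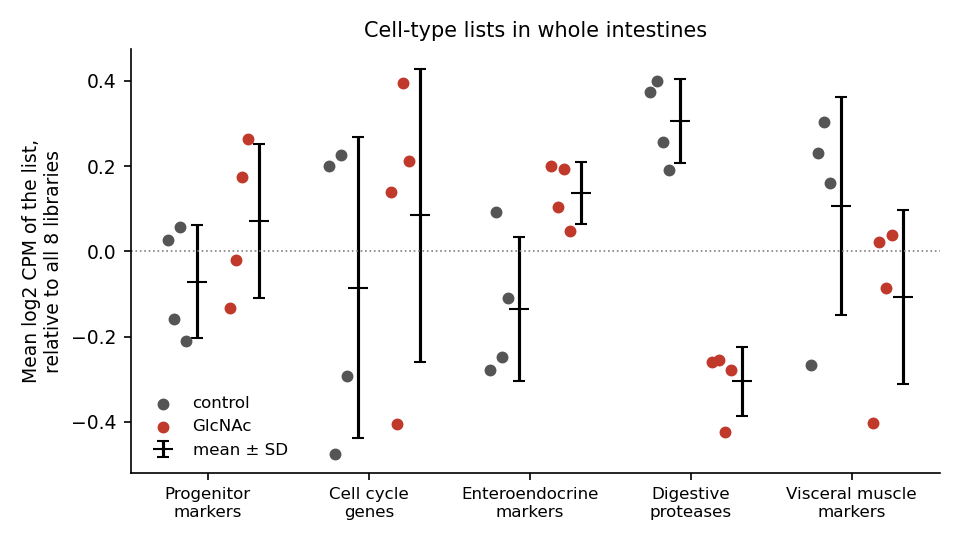
Mean log2 CPM of 5 lists of genes in each of the 8 libraries, relative to the mean of all libraries. Points are libraries, and bars are the mean ± SD of 4. The protease genes separate the conditions, with a difference of -0.61, and the libraries overlap in the progenitor, cell cycle, enteroendocrine and muscle lists.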

Systemic activation of the InR and the downstream Akt-TSC1/2-TOR signaling branch is triggered by local insulin secretion as a result of feeding (Teleman, 2009). TOR signaling responds also to intracellular amino acid levels, and together with other targets of the InR signaling, TOR regulates cellular growth and entry into mitosis (Saxton and Sabatini, 2017). However, in fly ISCs, TOR is not sufficient to trigger cell divisions. Augmenting TOR activity through inhibition of the negative regulator TSC1/2 leads to ISC withdrawal from the cell cycle without self-renewal and subsequent ISC loss (Amcheslavsky et al., 2011, Kapuria et al., 2012, Quan et al., 2013). These results highlight the need to maintain optimal TOR signaling to assure proper stem cell growth and maintenance, yet additional mechanisms are required to drive ISC divisions. Interestingly, while InR, upstream of TOR, has been shown to be necessary for the *Drosophila* ISC divisions in genetic loss-of-function experiments, gain of function of InR signaling has revealed conflicting results (Amcheslavsky et al., 2011, Choi et al., 2011, Kapuria et al., 2012, O’Brien et al., 2011). Namely, in different experimental settings, expressing a gain-of-function variant of InR in fly intestinal clones results in either increased or attenuated growth rate. Thus, mechanisms modulating the InR signaling responsiveness appear necessary for nutrient-dependent ISC proliferation. In our experimental conditions, activated InR signaling resulted in reduced intestinal clone size as measured by cell numbers. Upon elevated HBP flux, the stem cell divisions within InR^CA^-expressing clones were greatly enhanced. The result and previous findings by others suggest that on low ISC intrinsic HBP activity, activated InR signaling promotes ISC growth, cessation of cell divisions, and subsequent ISC loss. In order to stimulate ISC division, additional stem cell activation is required through the HBP-mediated metabolic rewiring (Figure 4E). Such regulation highlights the central role of stem cell intrinsic nutrient sensing through HBP, positioning it as an essential facilitator of growth factor-mediated ISC activation. The interdependency of HBP and InR signaling possibly reflects a mechanism protecting the organism from unrestrained stem cell division.

In this study, we have elucidated a mechanism of activating ISCs from calorie-restriction-induced slow division rate, and this finding holds possible therapeutic significance. Interestingly, it has been long recognized that glutamine improves intestine structure and function of murine intestinal atrophy models, i.e., shortened intestinal epithelium or erosion of intestinal villi, or critically ill human patients in parenteral feeding or chemotherapy (Braga-Neto et al., 2008, van der Hulst et al., 1993, Inoue et al., 1993, Klimberg et al., 1990, Miller, 1999). Glutamine is a critical component of the cataplerotic TCA cycle flux, thereby increasing the production of important metabolic intermediates for growth, but also contributes to the activity of the HBP as a substrate for the rate-limiting enzyme Gfat (Owen et al., 2002). Our results from the *Drosophila* intestine model show that Gfat is an essential gatekeeper of nutrient-induced ISC activation. In addition, we show that N-acetyl-D-glucosamine, a widely used dietary supplement, is sufficient to enhance ISC divisions in a calorie restriction-induced intestinal atrophy model. In summary, our findings may offer tools to increase the efficacy of therapies related to recovery from intestinal atrophy.

## STAR★Methods

### Key Resources Table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

Mouse monoclonal anti Delta	DSHB	C594.9B-s; RRID: AB_528194
Mouse monoclonal anti Prospero	DSHB	MR1A-c; RRID: AB_528440
Rabbit polyclonal anti phospho histone H3 Ser10	Cell Signaling	9701; RRID: AB_331535
Rabbit polyclonal anti Pdm1	Yeo et al., 1995	N/A
Mouse monoclonal anti beta-galactosidase	Promega	Z378A; RRID: AB_2313752

**Chemicals, Peptides, and Recombinant Proteins**		

erioglaucine disodium salt	Sigma	861146
N-acetyl-D-glucosamine	MP Biomedicals	100068

**Deposited Data**		

RNAseq data	GEO	GEO: GSE107052

**Experimental Models: Organisms/Strains**		

Drosophila melanogaster larvae, Age 1-6d after egg laying, Sex: male & female	N/A	N/A
Drosophila melanogaster adults, Age 14d, Sex: female	N/A	N/A
Drosophila melanogaster mutant Gfat2^Δ1^	This study	N/A
Drosophila melanogaster mutant Gfat2^Δ2^	This study	N/A
Drosophila melanogaster UAS-Gfat2	This study	N/A
Drosophila melanogaster esg-Gal4^ts^	Jiang and Edgar, 2009	N/A
Drosophila melanogaster Su(H)GBE-Gal4^ts^	Zeng et al., 2010	N/A
Drosophila melanogaster UAS-mCD8::GFP, hsFLP; tub- GAL4; FRT82B tub-GAL80	A gift from B. Edgar (Heidelberg Univ./Univ. of Utah)	N/A
Drosophila melanogaster UAS-InR^DN^	Bloomington stock center	8252
Drosophila melanogaster UAS-InR^A1325D^	Bloomington stock center	8263
Drosophila melanogaster UAS-InR^αdel^	Bloomington stock center	8248
Drosophila melanogaster UAS-rl^sem^	Bloomington stock center	59006
Drosophila melanogaster UAS-Akt^myr^	Bloomington stock center	50758
Drosophila melanogaster UAS-LDH^RNAi^	VDRC	110190
Drosophila melanogaster UAS-PDHα^RNAi^	VDRC	107209
Drosophila melanogaster UAS-PDHβ^RNAi^	VDRC	104022

**Oligonucleotides**		

Guide RNA for CRISPR mediated mutagenesis of Gfat2: AAACTACTTGACGCCCAAGT	This study	N/A

**Software and Algorithms**		

R/Bioconductor	N/A	https://www.bioconductor.org/
ImageJ	N/A	https://imagej.nih.gov/ij/

### Contact for Reagent and Resource Sharing

Further information and requests for resources and reagents should be directed to and will be fulfilled by the Lead Contact, Michael Boutros ().

### Experimental Model and Subject Details

#### *Drosophila* Stocks

Drosophila stocks used in this study: Gfat2^Δ1^ and Gfat2^Δ2^ (this study), UAS-Gfat2 (this study), Esg-Gal4^ts^ (Jiang and Edgar, 2009), Su(H)GBE-Gal4^ts^ (Zeng et al., 2010), UAS-mCD8::GFP, hsFLP; tub-GAL4; FRT82B tub-GAL80 (a gift from B. Edgar), UAS-InR^DN^ (BLN:8252), UAS-InR^A1325D^ (BLN:8263), UAS-InR^αdel^ (BLN:8248), UAS-rl^sem^ (Erk^CA^, BLN:59006), UAS-Akt^myr^ (BLN:50758), UAS-LDH^RNAi^ (VDRC:110190), UAS-PDHα^RNAi^ (VDRC:107209), UAS-PDHβ^RNAi^ (VDRC:104022). Fly stocks were maintained at 25°C with fly food containing agar 0.8% (w/v), syrup 4,4% (w/v), corn flour 8% (w/v), soya flour 1% (w/v), malt 8% (w/v), dry baker's yeast 1.8% (w/v), propionic acid 0.6% (v/v), phosphoric acid 0.06% (v/v) and Nipagin (methylparaben) 0.24% (v/v). For calorie restriction experiments, the fly food was diluted to 0.25x in 0.8% agar while keeping the preservative concentrations constant. For GlcNAc feeding, N-acetyl-D-glucosamine (MP Biomedicals, cat no:100068) was directly dissolved into the fly food in 0.1 M concentration.

### Method Details

#### MARCM Analysis

Fly stocks were crossed to UAS-mCD8::GFP, hsFLP; tub-GAL4; FRT82B tub-GAL80 to generate offspring with the desired genotype. Newly eclosed mated female flies were kept in standard fly food for seven days before clone induction. To induce clones, flies were transferred into indicated diets and heat-shocked at 37°C for 1 hour 30 minutes in a water bath. Intestines were dissected and analyzed seven days after the heat shock. To count cell number in clones, low-resolution confocal Z-stacks were taken from midgut R4c region (Buchon et al., 2013). The stacks were processed by the ImageJ software, and the cells within clones were scored by superimposing GFP and DAPI channels.

#### Food Intake Measurement

Female flies of the genotype UAS-mCD8::GFP, hsFLP; tub-GAL4/+; FRT82B tub-GAL80/FRT82B were sampled in parallel with MARCM clone induction. Before measuring food intake the flies were kept on the indicated fly food for 5 days. The flies were then transferred to the indicated diet supplemented with 0.5% (w/v) Acid Blue 9 (erioglaucine disodium salt, Sigma 861146) for 4 hours. Quadruplicates of 8 flies per sample were then homogenized in 500μl PBS and cellular depris was removed by centrifugation. Food intake was quantified by measuring absorbance of the supernatant at 625nm and normalized to the wet weight of the flies.

#### Generation of Drosophila Mutants

The *gfat2*^*Δ1*^ and *gfat2*^*Δ2*^ alleles were generated by CRISPR/Cas9 as described previously (Port et al., 2014). The gRNA sequence used was AAACTACTTGACGCCCAAGT. Deletions were confirmed by Sanger sequencing.

#### Pupation Curves and Lethality Measurement

Thirty first-instar larvae were seeded per vial, four vials for each genotype, and grown under controlled conditions, in the indicated diets as described above. The number of pupated animals was counted over time, and is represented as a percentage of total pupated animals. For measuring larval lethality, thirty first-instar larvae were seeded per vial, four vials per genotype, and grown on 5% sucrose in 0.5% agar supplemented with 0.1 M GlcNAc. The number of surviving animals was counted over time, and is represented as a percentage of total animals.

#### Immunohistochemistry

For immunofluorescence staining, intestines were dissected in PBS and fixed in 8% paraformaldehyde for 30 min. Tissue were washed with 0.1% Triton-X100 in PBS, and blocked in 1% bovine serum albumin for 1 h. Subsequently, tissues were stained with anti-Delta (1:120) (C594.9B, Developmental Studies Hybridoma Bank, DSHB), anti-Prospero (MR1A-c, DSHB) anti-Pdm1 (1:2000) (Yeo et al., 1995, a gift from W. Chia) and anti-pH3 (1:600) (Cell Signaling, cat no: 9701). The samples were mounted in Vectashield and imaged by the Broadband Confocal Leica TCS SP5 and SP8 systems.

#### RNA-Seq and Data Analysis

For RNA sequencing, 7-day-old mated females were placed to calorie restriction (0.25x diluted food) with 0.1 M GlcNAc for 24 hours. Subsequently, intestines were dissected and total RNA was extracted using the RNeasy kit (Qiagen). Four independent samples from control (-GlcNAc) and experiment (+GlcNAc) were sampled in parallel. The samples were sequenced on Illumina HiSeq 2500 platform (single-end reads, length 50 bp).

The quality of the raw sequencing data was assessed with FASTQC (v.0.11.2) and reads were trimmed with Trimmomatic (v.0.33). The reads were required to be minimum of 36 bases long, and they were scanned with 4-base sliding window with minimum quality value of 15 per base. The strands were also required minimum quality of 20 in both ends. TopHat (v.2.1.0) was used for mapping reads to the *D. melanogaster* reference genome (Flybase R6.10). The HTSeq was used for strand-specific quantification of exons with reads below quality of 10 discarded. 

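The deposited values have the form that limma's voom gives, log2 of the reads plus 0.5 over the scaled library size plus 1, given as CPM. Scaling factors by the trimmed mean of M values, computed anew from the recovered reads, differed from the authors' factors by at most 8.1e-10. With voom's weights on the recovered reads, 1173 genes had an adjusted p under 0.05. All 1173 were those with an adjusted p under 0.05 in the authors' deposited table. The log2 fold changes of this fit differed from those in the authors' deposited table by at most 0.0005. Without the weights, on the log2 CPM values alone, the difference was at most 0.0998.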

The differential expression analysis was performed with R/Bioconductor package limma. 

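All 7671 genes of the deposited table met this kind of filter when it was applied to the recovered reads, with more than 1 CPM in at least 3 of the 4 replicates of 1 condition, so that the table holds the genes after filtering only. A stricter limit, a mean of at least 10 CPM over the 8 libraries, left 5560 genes, of which 1118 differed between the conditions with an adjusted p under 0.05 by limma.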

Low expressed genes were filtered, expressed genes requiring to have cpm>1 in at least 3/4 replicates in at least one of the conditions. For the gene set enrichment analysis we used R/Bioconductor package piano (v.1.1.16.2). Command runGSA was used with GSEA algorithm and row sampling with 1000 permutations for all expressed genes. 

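A null distribution of the same kind, which samples genes and not libraries, was drawn for the 2 gene sets that the paper shows as heatmaps in Figure 3B. The median log2 fold change of each set was compared with those of 100000 random lists of the same size from the 7671 genes. For the TCA cycle genes the p was 3e-05, and for the oxidative phosphorylation genes it was 1e-05, the smallest that 100000 random lists can give. Sampling genes treats them as independent. The correlation between the residuals of genes within a list was estimated at 0.259 for the TCA cycle and 0.284 for oxidative phosphorylation.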

The pathway databases consisted of KEGG, Reactome, Wikipathways and GO. The heatmaps of selected pathways were performed using scaled log_2_ CPM values of each replicate. The row-wise clustering of the heatmaps was performed using correlation distance.

### Data and Software Availability

The accession number for the RNAseq data reported in this paper is GEO: GSE107052.

### Quantification and Statistical Analysis

Statistical analyses were performed in R/Bioconductor. For the count data Wilcoxon rank-sum test with multiple testing correction (FDR<0.05) was used. For the parametric data two-way ANOVA in conjunction with Tukey’s HSD test was used. The number of samples (N^guts^ & N^clones^) is detailed within figures and in Table S3.

How the deposited data were processed for this re-analysis (not part of the article)

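RNA-seq was analysed from dissected intestines of adult female flies kept for 24 hours on calorie-restricted food with 0.1 M GlcNAc or without it, with 4 libraries per condition. The conditions and replicate numbers were taken from the sample labels and from the methods of the paper. The libraries were single-end and strand-specific.

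The authors trimmed the reads with Trimmomatic, mapped them with TopHat to the FlyBase genome of D. melanogaster and counted reads on exons with HTSeq, discarding alignments of low quality. They kept genes with more than 1 CPM in at least 3 of the 4 replicates of 1 condition. The authors deposited log2 CPM values for 7671 genes in 8 libraries, scaled between libraries and with an offset of 0.5 read, in the form of limma's voom. The same deposited table holds the authors' log2 fold change, their moderated t statistic (a score with no fixed range), and their p-value and adjusted p-value for each gene. Each library has its own column.

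From the steps between the lowest values of each library, the worth of 1 read was computed and the reads were recovered, which came out whole for 100% of 61368 values. Totals on these genes ranged from 8839877 to 9838415 reads in control, with a median of 9497903, and from 9281492 to 10326189 in GlcNAc, with a median of 9621832. Reads that the authors' counting left out are not part of these totals. The 10 genes with the most reads took 20.9 ± 0.306% of the reads in control and 18.0 ± 1.72% in GlcNAc (SD, n = 4).

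The log2 CPM values were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a trend), with condition as the only term, and adjusted by the Benjamini-Hochberg method. The threshold was an adjusted p of 0.05 with no limit on the fold change. CPM values are given as the mean and SD over libraries of 2 to the power of the deposited values. Single genes and list means were also compared by two-sided exact permutation tests over the 70 assignments of 8 libraries, whose smallest p is 0.0286. Gene lists were written by symbol, since the KEGG lists of the study are not given by gene. They covered the TCA cycle and its core enzymes, oxidative phosphorylation with and without the V-ATPase, mitochondrially encoded respiratory genes, glycolysis, fatty acid synthesis, the hexosamine pathway, cytosolic and mitochondrial ribosomes, the proteasome, the cell cycle, and markers of progenitors, enteroendocrine cells, enterocytes, visceral muscle, ovary, fat body and Malpighian tubules. Lists with fewer than 5 tested genes were not tested. Sets were tested with camera, and Benjamini-Hochberg adjustment ran over the 17 lists tested. Lists of cytochrome P450, glutathione transferase and UDP-glycosyltransferase genes, and a few genes of stress and growth signalling, were added after the values had been seen.

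The genes named in the text are those that the paper names for this experiment, Gfat1 and Gfat2, all members of the lists for glycolysis, fatty acid synthesis and the hexosamine pathway, and the 5 largest increases and 5 largest decreases among genes past the threshold with a mean of at least 5 CPM and with every GlcNAc library on one side of every control library. Where other genes are named, the text says so or they belong to a list under discussion. This rule, the comparison, the gene lists and the alternatives were set before the data were examined, apart from what is marked as added. The tests of technical explanations in the closing section were written after the first results had been seen. In a first look at the table, voom was also run with a replicate block and with a weight for each library, which were not in the plan and are not used here.

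The alternatives were a stricter filter of 10 CPM, the replicate number as a block, each library left out in turn, voom on the recovered reads, library totals without further scaling, pseudocounts of 0.1 and 2 CPM, quantile normalization, median centring, limma without the trend, stricter thresholds, shorter gene lists, and 3 other set tests. The pseudocounts were added to CPM recomputed from the recovered reads. The unit of the table is log2 CPM, so the comparison was made on these values, and recovered reads entered only the alternatives with voom, library totals and pseudocounts.

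The test was also tried on 10 simulated data sets drawn for the 7671 genes with the means, library sizes and spread of the real libraries. Of 200 genes changed by known amounts among the 7671, 75.2% were recovered, and 95.6% of those changed 4-fold. Of the calls, 3.81% were unchanged genes. With nothing changed, the largest number of calls was 1. A list of 80 genes lowered by 0.3 on the log2 scale (-0.3) was found lower in all 10 data sets. Of the unchanged lists of 80 genes, 1.15% passed 0.05 by limma's camera. The simulated genes were drawn independently of each other. In the real lists the estimated correlation was 0.259 for the TCA cycle and 0.284 for oxidative phosphorylation. The share of 1.15% therefore does not hold for lists of correlated genes such as these.

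Gene positions were taken from the Ensembl annotation of the BDGP6 assembly, the assembly behind the FlyBase release the authors used, in a later annotation, matched by FlyBase gene identifier. Of the 7671 identifiers, 7580 had a position, and among those without one are Gfat1 and esg. GC content was not analysed here. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.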

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

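The comparison of enteroendocrine with muscle markers and the test of scaling for the proteases were chosen only after their results had been seen. The remaining tests of explanations in this part were written after the pattern had been seen and before their own results. The limma comparison and the gene lists were set before the data were examined, apart from what is marked as added.

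Among 126 groups of 4 libraries (the genes named by rule, the list means and the total reads, in each condition), 11 had 1 library far from the other 3, where chance gives about 6.3. The gap to the nearest library, as a share of the group's range, was 0.945 for Gfat2 in control (control replicate 1 at 137.8 CPM, the others from 127.0 to 127.6), 0.86 for Eno in GlcNAc (replicate 3), 0.845 for Desat1 in GlcNAc (replicate 1), 0.837 for SREBP in control (replicate 1) and 0.837 in GlcNAc (replicate 1), 0.854 for CG17065 in control (replicate 3), 0.85 for Oga in GlcNAc (replicate 3) and 0.844 for CG7881 in control (replicate 2). For list means it was 0.846 for the proteasome in GlcNAc (replicate 2), 0.862 for the digestive proteases in GlcNAc (replicate 3) and 0.85 for the UDP-glycosyltransferases in control (replicate 3). The 11 fall in 6 different libraries, and total reads were not among them, so library size gave no such gap. For Gfat2, SREBP, Desat1 and CG7881 every GlcNAc library still lay on one side of every control library. No biological explanation was tested for single libraries.

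The 5 largest increases and 5 largest decreases are genes that the paper's text does not discuss. The increases were CR44138 (log2 fold change 4.30), Lip3 (4.15), CG6602 (4.15), Alp2 (4.05) and CG31272 (3.56). The decreases were CG5157 (-2.66), Npc2d (-2.35), CG9825 (-2.00), CG15253 (-2.00) and CG7881 (-1.95). Each had an adjusted p under 0.05 by limma, with the highest, 0.00835, for CG6602. The increases other than CR44138 start from few reads. Lip3 had 1 to 8 reads in the control libraries and 58 to 183 in the GlcNAc libraries, and CG6602 had 44 reads in control replicate 1 and 1 to 5 in the other controls, so that the size of these changes depends on the offset. Without control replicate 1 the log2 fold change of CG6602 was 5.06. Alp2 rose from 4.12 ± 3.07 to 58.2 ± 31.1 CPM and CG31272 from 2.00 ± 1.63 to 22.6 ± 13.9 CPM (SD, n = 4). The tables argue against reads of an overlapping gene as a general source, since 1 of the 10, CG5157, overlaps exons of another gene on the same strand (CG5151). Reads shared with distant paralogs were not tested, and stay open together with a response to the diet.

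Of the lists the paper's text does not discuss, 4 passed an adjusted p of 0.05 by both camera and fry. The digestive proteases were lower, with a median log2 fold change of -0.54, and 10 of the 21 genes passed the threshold over all genes, or 16 adjusted over the list alone. The V-ATPase genes were lower by a median of -0.29 with 19 of 20 below 0, and the mitochondrial ribosome genes by a median of -0.10 with 47 of 68 below 0. The size of the latter depended on the scaling. Its median was -0.05 with library totals, with 41 below 0, and -0.13 with quantile normalization, with 53 below 0. The enteroendocrine markers were higher by a median of 0.33 with 8 of 9 above 0. With the correlation between genes estimated from the data, 0 of the 17 lists passed an adjusted p of 0.05 by camera, where the unadjusted p was 0.0223 for oxidative phosphorylation and 0.0084 for the proteases.

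For the proteases, a length or expression bias is argued against by the camera p of 5.2e-08 that stayed after each library's trend on exon length and mean expression was removed. Scaling is argued against by the camera p of 4.4e-07 under quantile normalization, and by the median of the list, which stayed at or below -0.49 under library totals, quantile normalization and median centring. Of the 35 ways to split the 8 libraries into 2 groups of 4, 1 gave a camera p as small, the real one. A lower share of enterocytes in the GlcNAc samples, with nothing else changed, would raise the markers of all other cell types alike. But the enteroendocrine markers rose against the visceral muscle markers by 0.49 on the log2 scale (exact permutation test, two-sided, p = 0.0286). The margin was narrow, with -1.90 as the highest control value of this difference and -1.87 as the lowest GlcNAc value. The difference holds no enterocyte gene, so a lower share of enterocytes together with another change stays open. A change in the enteroendocrine cells themselves stays open too. So does splitting of reads between close paralogs, which was not tested here. A lower expression of protease genes on food with GlcNAc may be a response to the diet, which is a hypothesis found in the same libraries.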

How the results depend on the processing

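The 5 genes that the paper names (ImpL3, l(1)G0334, CG11876, kdn and ATPCL) kept their direction and an adjusted p under 0.05 in all alternative fits run, and the oxidative phosphorylation set kept a p under 0.05 and its direction under all of them. The highest adjusted p among the 5 was 0.0479, for kdn without GlcNAc replicate 1. Of the 5, kdn misses an adjusted p of 0.01, and kdn and l(1)G0334 miss a 1.5-fold change. Across the 8 fits that each left out one library, the camera p ran from 3.2e-29 to 4.4e-24 for oxidative phosphorylation and from 6e-08 to 3.2e-06 for the TCA cycle, and the number of differentially expressed genes from 852 to 1111, from 481 to 616 upregulated and from 360 to 495 downregulated. Of the 852 genes found without GlcNAc replicate 4, 832 were among the 1177.

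With an adjusted p under 0.01, 574 genes differed (328 upregulated and 246 downregulated), and with a change of at least 1.5-fold, 463 (274 and 189), both by construction of the limits. With library totals in place of the authors' scaling, 866 genes were upregulated and 408 downregulated, where the scaled values gave 671 and 506, and the upregulated share moved from 57.01% to 68.0%. The median change over all genes moved from 0.01 to 0.07 there. Quantile normalization (617 upregulated and 585 downregulated) and median centring (584 and 544) moved the balance the other way, to 51.3% and 51.8% upregulated. Without the trend, limma called 974 genes.

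The TCA cycle set had p = 0.0737 when the correlation between genes was estimated from the data, where camera's preset correlation gave 1.3e-07. The estimate of 0.259, against the preset 0.01, shows the cause. For the fatty acid synthesis set the p of 0.164 became 0.0209 with sampling of genes, and the cause was not tested. For the hexosamine pathway the p of 0.344 became 0.00906 with fry. The 2 tests ask different questions there, since fry asks only whether the list itself changed and camera compares it with the other genes. The glycolysis set stayed far from the threshold (exact permutation p of the list mean 0.8) and changed direction by limma's camera with a mean of at least 10 CPM (p = 0.89), with quantile normalization (p = 0.944) and with fry (p = 0.775), and its p ran from 0.428 to 0.996 across the fits that left out one library. The mitochondrially encoded genes (exact permutation p of the list mean 0.657) changed direction by limma's camera with library totals (p = 0.975), without control replicate 2 (0.921) and without GlcNAc replicate 3 (0.336), and across the fits that left out one library their p ran from 0.168 to 0.977.

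Genes near 0 changed sign. With library totals this happened to Ald (log2 fold change 0.0247), Pgk (0.00048), PyK (0.0286) and mmy (0.0016), with quantile normalization to CG1969 (-0.0579) and with median centring to AcCoAS (-0.0182) and CG1969 (-0.0062). Across the fits that left out one library the log2 fold change ran from -0.0641 to 0.0169 for Ald, from -0.0911 to 0.0271 for PyK, from -0.13 to 0.0901 for AcCoAS, from -0.30 to 0.0314 for FASN1, from -0.11 to 0.0772 for CG1969 and from -0.0889 to 0.0074 for mmy. Of the 47 other genes named, 18 changed side or direction in at least 1 of the fits, with 23 changes to weaker, 13 to stronger and 19 of direction. Among these, Hex-A lost its call in 5 of the 8 fits with a library left out and nst in 3 of them, which have fewer samples. Of the 15 other lists, 12 changed in at least 1 setting, with 16 changes to weaker, 9 to stronger and 3 of direction, and the cause was not tested.

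With a replicate block, 1324 genes differed, 746 upregulated and 578 downregulated, and 1103 of them were among the 1177. The camera p under the replicate block was 1.4e-06 for the TCA cycle, 2.1e-24 for oxidative phosphorylation, 0.658 for glycolysis, 0.0294 for the cell cycle genes and 0.00087 for the visceral muscle genes, and the adjusted p was 0.000541 for ImpL3, 0.000669 for l(1)G0334, 0.000348 for CG11876, 0.00737 for kdn and 0.000236 for ATPCL. Libraries with the same number had deviations from their group means correlated over genes at 0.211, 0.397, 0.151 and -0.0588 for replicates 1 to 4. The last is below 0.1 and the paper says only that the samples were taken in parallel, so the libraries were not treated as pairs. The replicate block brought Men (adjusted p = 0.00593), ACC (0.0462), Gfat1 (0.0184), upd3 (0.0135) and the cell cycle genes past 0.05 and changed no other call on a named gene or list.

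The alternative without a filter was not run, because the deposited table already holds filtered genes only. DESeq2 was not run either, because the comparison was made in the deposited unit, log2 CPM, although the reads could be recovered. Recovered reads allowed voom to be run, with 1173 genes. At 8839877 to 10326189 reads per library, depth limits the size of the change that can be given for genes such as Lip3 and CG6602, each with 1 read in its lowest library.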

Differences from the paper's values

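In the comparison of the deposited values, none of the results set beside the paper's differed by more than the larger error or by more than 1.5 times. The numbers of differentially expressed genes here (1177, with 671 upregulated and 506 downregulated) stand against the paper's 1173, 662 and 511 in its Table S1. Of the paper's 1173 genes, 23 did not pass an adjusted p of 0.05 here, with a highest adjusted p of 0.245, and 27 genes passed here that the paper does not list. With voom on the recovered reads, an alternative set before the data were examined, all 1173 of the paper's genes passed.

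For the TCA cycle the paper's Table S2 has 20 of 23 genes lower, and for oxidative phosphorylation 80 of 85, where the lists used here had 22 of 26 and 77 of 80 lower. The log2 fold change of l(1)G0334 was -0.51 here and is -0.508 in the paper's Table S1. With library totals in place of the authors' scaling, an alternative set before the data were examined, it was -0.45, which differs from the paper's by more than its standard error of 0.05.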

Other observations

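The tests of enterocyte share, of nuclear against mitochondrially encoded genes, of chance placement of neighbours and of gene families side by side were chosen only after the results had been seen, as were those of scaling and of reads taken by proteases in their present form. The remaining tests of explanations in this part were written after the pattern had been seen and before their own results. The limma comparison and the gene lists were set before the data were examined, apart from what is marked as added.

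Of the 35 ways to split the 8 libraries into 2 groups of 4, 1 gave as many as 1177 differentially expressed genes, the real one, and the most in any other split was 1 gene. For the camera p of oxidative phosphorylation and for that of the TCA cycle, 1 of the 35 splits gave a value as small, again the real one in each case.

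Technical explanations for the lower expression of respiratory genes were tested. After each library's trend on exon length and mean expression was removed, the camera p was 7.9e-26 for oxidative phosphorylation and 3.8e-07 for the TCA cycle, with exon lengths for 97.5% and 96.2% of the members. Under quantile normalization the camera p was 1.5e-28 and 3.1e-07. Library totals and median centring shift all genes of a library alike and so bear only on the medians, which stayed at or below -0.26 for oxidative phosphorylation and -0.22 for the TCA cycle. Reads taken up by digestive proteases would lower the CPM of other genes, but their share of reads was lower on GlcNAc, with a difference of -1.82 percentage points, from 10.8 ± 0.517% to 8.97 ± 0.312% (SD, n = 4, exact permutation test, two-sided, p = 0.0286). A lower share of enterocytes as the only change is argued against by the difference between enteroendocrine and visceral muscle markers given for the proteases. It had the same narrow margin (exact permutation test, p = 0.0286). The difference holds no enterocyte gene, so it cannot exclude a lower share of enterocytes together with another change. GC content was not tested. The result is consistent with an effect of the diet on these genes in the intestine, as a hypothesis, and which cell type it comes from stays open.

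The nuclear genes of the respiratory complexes fell and the 12 mitochondrially encoded ones showed no detectable change as a list. Fewer mitochondria per cell might lower both. The difference between the lists changed by -0.44 on the log2 scale between the conditions, with an exact permutation p of 0.171 (two-sided), so fewer mitochondria and lower expression of the nuclear genes alone cannot be told apart here. The size of this change leaned on GlcNAc replicate 3, with a difference between the lists of -1.96. The other GlcNAc libraries ran from -1.44 to -0.75, and the control libraries from -1.14 to -0.59. The mitochondrially encoded genes varied widely between libraries, with an SD of the list mean of 0.204 in control and 0.51 in GlcNAc (n = 4).

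Cytochrome P450 genes, a family of oxidases, were added as a list after many of them had been seen among the increases. Of 61 genes tested, 40 were higher and 21 lower, with a median log2 fold change of 0.28, and 22 were higher and 7 lower past the threshold over all genes. With quantile normalization or median centring 38 were higher. The camera p was 0.00178. It was 0.00175 after the trends on exon length and expression were removed and 0.000541 under quantile normalization. The median stayed at or above 0.26 under library totals, quantile normalization and median centring. It was 0.20 after the trends were removed and 0.20 with a pseudocount of 2 CPM. With a library left out, the median ran from 0.17 to 0.33. As a set against the other genes, 9 of the 35 splits gave a camera p as small as the real one, so that this rise may come from how the libraries happen to be grouped, and the p was 0.312 with the correlation estimated from the data. The list mean was higher by 0.33 in GlcNAc, with every GlcNAc library above every control library (exact permutation test, two-sided, p = 0.0286), and fry gave p = 0.00549, both for a family chosen because its members had risen. Whether other detoxification families share this response cannot be told apart from a response of the P450 genes alone. The 25 glutathione transferase genes went up, with 16 higher and a median of 0.11 (camera p = 0.357, fry p = 0.013, exact permutation p of the list mean 0.0286). The 13 UDP-glycosyltransferase genes went down, opposite to the P450 genes, with 9 lower and a median of -0.38 (camera p = 0.0813, or 0.0264 with library totals, fry p = 0.0289, exact permutation p of the list mean 0.114). But both lists hold members that went past the threshold either way, 4 higher and 5 lower in each.

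Lip3 and CR44138, among the 5 largest increases, are neighbours on chromosome 3R, with 4998 bases and no other tested gene between them. A count over all neighbours was first written to judge this pair, and once its result was seen it was restated as a pattern of its own and the 2 tests that follow it were added. Of 6387 pairs of tested genes next to each other within 10 kb, 136 passed the threshold in the same direction, where 10000 shuffles of the changes among genes gave 77.1 on average and 108 at most (permutation p = 0.0001, the smallest these shuffles can give). Reads of one neighbour counted on the other are argued against as the whole cause, since 2812 pairs on opposite strands that do not overlap showed an excess too, with 51 against a mean of 33.97 (permutation p = 0.0033). Without pairs of like names, 119 of 6268 pairs remained against 75.7 (permutation p = 0.0001). That leaves gene families side by side open, since many genes have no family name, and these cannot be told apart from regulation shared by neighbours.

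In the hexosamine pathway itself, Gfat2, which the paper studies in mutants, rose on GlcNAc from 129.9 ± 5.32 to 207.5 ± 28.1 CPM (SD, n = 4), a log2 fold change of 0.67 (standard error 0.09, adjusted p = 0.000926 from limma). Gfat1 rose by 0.48 (standard error 0.18, adjusted p = 0.0974), not past the threshold. Of the other members, nst rose by 0.32 (adjusted p = 0.0183, up to 0.0592 with a library left out) and sxc, the O-GlcNAc transferase gene, fell by 0.28 on the log2 scale (log2 fold change -0.28, adjusted p = 0.00668). The remaining 6 of the 10 genes had an adjusted p of at least 0.279. As a set the 10 genes, 7 higher and 3 lower, did not differ from the other genes (limma's camera, p = 0.344), whereas tests that ask only whether the list itself changed passed 0.05 (fry, p = 0.00906, and exact permutation test of the list mean, p = 0.0286).

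Some genes of stress and growth signalling were looked up after their values had been seen. Thor had a log2 fold change of 1.05 (adjusted p = 0.00101 from limma), Socs36E of 1.07 (0.0019), ImpL2 of 0.74 (0.00722), Krn of 0.36 (0.0113) and Tret1-1 of 0.51 (0.0356), and upd3 of 0.95, which did not pass the threshold (0.11). The genes sug (-0.94, adjusted p = 0.000137), cbt (-1.20, adjusted p = 0.017) and foxo (-0.33, adjusted p = 0.0328) were lower, and InR did not differ (0.24, adjusted p = 0.325). With 6 to 22 reads of cbt per library, the size of its change depends on the offset. For ImpL2, Krn and sug an exon of another gene overlaps on the same strand. With a library left out, the adjusted p rose to as much as 0.0919 for foxo, 0.0966 for Tret1-1 and 0.0521 for cbt.

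Further lists gave small changes. The cytosolic ribosome genes had a median log2 fold change of -0.11, with 73 of 80 lower, 0 past the threshold and 4 lower and 2 higher at an unadjusted p under 0.05. The proteasome genes had a median of -0.16, with 30 of 31 lower and 2 past the threshold. Both passed by camera (adjusted p = 9.2e-05 and 7.1e-06) and neither by fry (0.329 and 0.142). With 1 library left out, the median of the cytosolic ribosome genes ran from -0.17 to -0.06. That of the proteasome genes ran from -0.19 to -0.09. With library totals the medians were -0.06, with 63 of 80 lower, and -0.10, with 30 of 31 lower. The core enzymes of the TCA cycle were lower in 17 of 18 genes, with a median of -0.29 (limma's camera, p = 3.4e-08, exact permutation p = 0.0286). The respiratory complexes without the V-ATPase were lower in 58 of 60 genes (limma's camera, p = 4.4e-25, exact permutation p = 0.0286). Markers of tissues next to the gut had too few tested genes for a set test, with 1 gene for the ovary, 4 for the fat body and 3 for the Malpighian tubules.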
